A study of Homo sapiens with 91 samples. Its data were reported in "Multi-level interaction between HIF and AHR transcriptional pathways in kidney carcinoma" (2023).

How the data were processed

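The data are chromatin immunoprecipitation sequencing (ChIP-seq) peak lists from RCC4 cells, a human clear cell renal carcinoma line that has lost VHL. RCC4+VHL cells re-express VHL and degrade HIF-α subunits when oxygen is present. RCC4+VA cells carry an empty vector and keep HIF-α stable in normoxia. Antibodies were to HIF-1β (also called ARNT) and to the 3 proteins it pairs with, HIF-1α, HIF-2α and AHR. Groups were taken from the sample labels, which give the cells, oxygen, treatment, antibody and replicate number of each library. RCC4+VHL cells were cultured in normoxia (21% oxygen) or hypoxia (0.5% oxygen for 6 h), and RCC4+VA cells in normoxia alone. Cells received the solvent DMSO, the AHR ligand ITE at 100 nM or the AHR ligand FICZ at 10 nM for 0.5 h. The 72 ChIP libraries with a peak list make 36 groups of 2 replicates. A further 19 libraries of input chromatin had no peak list to use and were not analysed here.

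According to the methods of the study, the authors trimmed adaptors with TrimGalore and aligned reads to GRCh37 with BWA. Low-quality alignments were removed with SAMtools, blacklisted regions with BEDTools and duplicates with Picard. Peaks were called for each library by MACS in control mode, with input chromatin as the control. The study also called peaks with T-PIC and kept peaks that both callers found and that passed a filter on counts. Peak numbers run without a gap in each list used here, and the sources do not state whether these lists had passed that filter. Each list gives a chromosome, a start, an end and a score. The deposited score is the authors' own value for that peak, the MACS score of −10 times the log10 of its p-value. Scores ran from 50.0 to 3233 over the lists. Because a score depends on the depth of its own library, scores were used only to rank or filter peaks within a list, or to group the sites of a list.

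A peak list holds no read counts. The depth of each library is therefore unknown, no counting interval was computed, and the number of peaks in a list reflects depth and antibody efficiency as well as binding. The study calls its replicates biological and independent, while the labels do not say that they came from separate cultures. The p-values from replicates measure only the spread between these libraries, and whether part of it is technical stays open. Lists were compared pairwise, and 0 of the 2556 pairs were identical. Coordinates were checked against the GRCh37 reference. Of the peaks, 110667 lay on its chromosomes, with 0 past a chromosome's end, and 206 lay on other contigs.

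Overlap meant at least 1 bp shared. A canonical site was a merged region with a peak of AHR, HIF-1α or HIF-2α and a peak of HIF-1β in both replicates of a condition, which follows the definition in the study. AHR sites were taken from normoxic RCC4+VHL cells under any of the 3 treatments, and HIF-1 and HIF-2 sites from hypoxic, DMSO-treated RCC4+VHL cells. The signal comparisons of the study used read densities, which are not analysed here. In their place, detection was measured as the percentage of a fixed set of reference sites that overlapped a peak in a library. Reference sites came from libraries outside the stratum in which they were used. In the comparisons of HIF detection by ligand, the DMSO-treated libraries of each of the strata gave the reference sites of the other. For AHR in RCC4+VHL cells they were the 621 canonical AHR sites of RCC4+VA cells under ITE or FICZ. For HIF in RCC4+VHL cells they were the canonical sites of DMSO-treated RCC4+VA cells (413 for HIF-1, 75 for HIF-2 and 418 for either). For HIF in RCC4+VA cells they were the canonical sites of hypoxic, DMSO-treated RCC4+VHL cells (818, 397 and 970). For AHR in the comparison of the cell types they were the 610 canonical AHR sites of hypoxic RCC4+VHL cells under ITE or FICZ. A set of fewer than 50 canonical sites was replaced by regions with peaks of the α-subunit or AHR alone.

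Detection was compared by an exact two-sided permutation test of the difference in means, with libraries permuted within strata of oxygen, treatment or cells. The p-values of the 9 detection comparisons were adjusted by the Benjamini-Hochberg procedure. Shares of sites were compared by Fisher's exact test, two-sided, across sites. Retention was the share of sites whose peak was found again in both replicates of hypoxic, ITE-treated RCC4+VHL cells. It was compared between sites shared by AHR and HIF and sites of a single factor, with a Mantel-Haenszel odds ratio and chi-square test over 5 score classes beside it. The p-values across sites were adjusted within each family of tests. Distances between peak centres used replicate 1 lists and a permutation test with 100000 resamples. Centres are midpoints of peaks, since the lists give no summits. Promoter sites had their centre within 1 kb of a transcription start site (TSS) of the GENCODE release 44 annotation on GRCh37. The cores GCGTG and ACGTG were searched on both strands within 50 bp of the centre and in windows 500 bp to either side.

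Sites were named by a fixed rule. It takes canonical sites whose nearest TSS belongs to CYP1B1, ALDH1A3, CYP27A1, BMF, ASB2, NDRG1, PFKFB4, INSIG2, PAX2, LUCAT1 or DDIT4, and the 2 canonical sites of each factor with the best mean rank by score within the lists. The groups, tests, reference sites, naming rule and alternatives were chosen before the data were examined, apart from 2 alternatives and the tests named as later additions in the closing section. The alternatives were a score of at least 100, an overlap of 50% of the shorter interval, canonical sites without the HIF-1β requirement, the study's own site definition as reference, permutation within replicate numbers, leaving out each replicate, a promoter distance of 5 kb and a motif window of 100 bp. Of the later additions, 1 shortened the lists within a stratum to equal length by score, and the other took the reference sites for the comparison of the cell types from DMSO-treated RCC4+VA cells. The sites of the study were defined on libraries that also enter the comparisons. Detection in those libraries is then high by construction, so differences at these sites are partly set by the choice of sites.

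The procedures were tested on simulated data. All 600 planted sites were recovered, and 2 background regions were called as sites. In the layout of the comparison of AHR detection by ligand, with 621 sites and a planted difference of 40 points, the mean estimate was 39.9 points over 400 runs. With no difference planted, 3.25% of runs gave a p of 0.05 or less. For AHR peak retention set by score alone, over 1000 simulated sites, the median odds ratio was 1.74 without score classes and 1.04 with them, and 6.75% of runs gave a Mantel-Haenszel p under 0.05. The work used Python 3.11.15, numpy 2.4.6, scipy 1.17.1, pysam 0.24.0, samtools 1.23.1 and matplotlib 3.10.9.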

Results

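Chromatin binding of HIF-1β and of its partners HIF-1α, HIF-2α and AHR was profiled by ChIP-seq in RCC4+VHL cells in normoxia and hypoxia and in VHL-deficient RCC4+VA cells in normoxia, each treated with DMSO, ITE or FICZ. The 72 peak lists comprised 48 from RCC4+VHL cells and 24 from RCC4+VA cells, with 2 replicates per group. Lists held between 90 and 6713 peaks, with a median of 1031.5. The median width of a peak ranged from 626 to 1719 bp between lists. Depth per library was unknown, so a site without a peak was read as not detected rather than as unbound. The replicate 2 list was the longer in 23 of 24 groups of RCC4+VHL cells. In RCC4+VA cells the replicate 1 list was the longer in 9 of 11 groups with those replicate numbers. The share of a list's peaks that overlapped its replicate had a median of 53.7% (range 10.7% to 96.1%). By antibody the medians were 60.6% for AHR, 35.6% for HIF-1α, 53.1% for HIF-2α and 64.4% for HIF-1β. Restricting the lists to scores of at least 100 raised the overall median to 65.3%, the largest move among the alternatives for this measure.

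**Figure D1:**
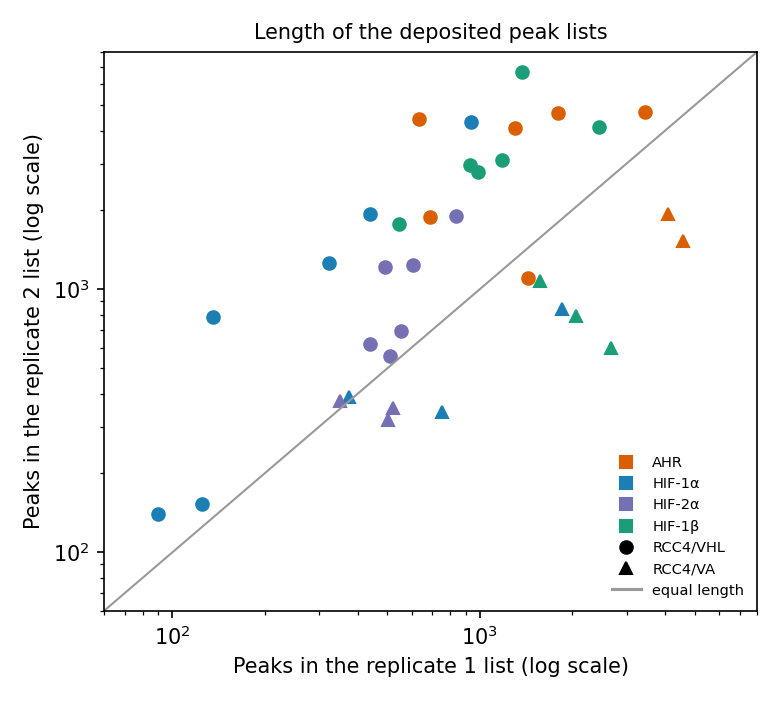
Number of peaks in the replicate 1 list (x axis, log scale) against the replicate 2 list (y axis, log scale) for each group with both replicate numbers, coloured by antibody, with circles for RCC4+VHL and triangles for RCC4+VA cells. The replicate 2 list was the longer in 23 of 24 RCC4+VHL groups, above the line of equal length, and the replicate 1 list in 9 of 11 RCC4+VA groups.

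To define binding sites, regions with peaks of a factor and of HIF-1β in both replicates were identified. In normoxic RCC4+VHL cells there were 1164 canonical AHR sites, of which 147 were found with DMSO, 1014 with ITE and 771 with FICZ. Of the FICZ sites, 627 (81.3%) overlapped an ITE site. In hypoxic, DMSO-treated RCC4+VHL cells there were 818 HIF-1 sites and 397 HIF-2 sites. Together these made 970 HIF sites, of which 101 also met the definition in normoxic, DMSO-treated cells, and 245 HIF-1 sites overlapped a HIF-2 site. AHR and HIF sites together made 1904 regions. These counts depended on the replicate. There were 5029 regions with replicate 2 alone and 2018 with replicate 1 alone. They also reflected the HIF-1β requirement, without which there were 3078 AHR sites.

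Whether AHR ligands induced AHR binding was addressed at the 621 AHR sites defined in RCC4+VA cells. In normoxic RCC4+VHL cells, AHR peaks were found at 92.1% ± 2.05 of these sites with ITE (SD, n = 2) and at 87.4% ± 6.95 with FICZ (n = 2), compared with 43.1% ± 11.3 with DMSO (n = 2). In hypoxia the values were 65.9% ± 21.7 with ITE, 78.6% ± 17.3 with FICZ and 35.9% ± 1.37 with DMSO (SD, n = 2 each). Each of the 4 ligand-treated libraries lay above both DMSO libraries in normoxia and in hypoxia. The mean difference was 41.5 percentage points (exact permutation test, p = 0.00444, the smallest the design allows; adjusted p = 0.0208 over 9 comparisons). The alternative that moved it most was lists shortened to equal length, chosen after the lists were seen, with a difference of 30.4 points (exact permutation test, p = 0.00444). At a fixed length, AHR peaks outside these sites compete for places in the DMSO lists, which by itself can lower detection there.

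**Figure D2:**
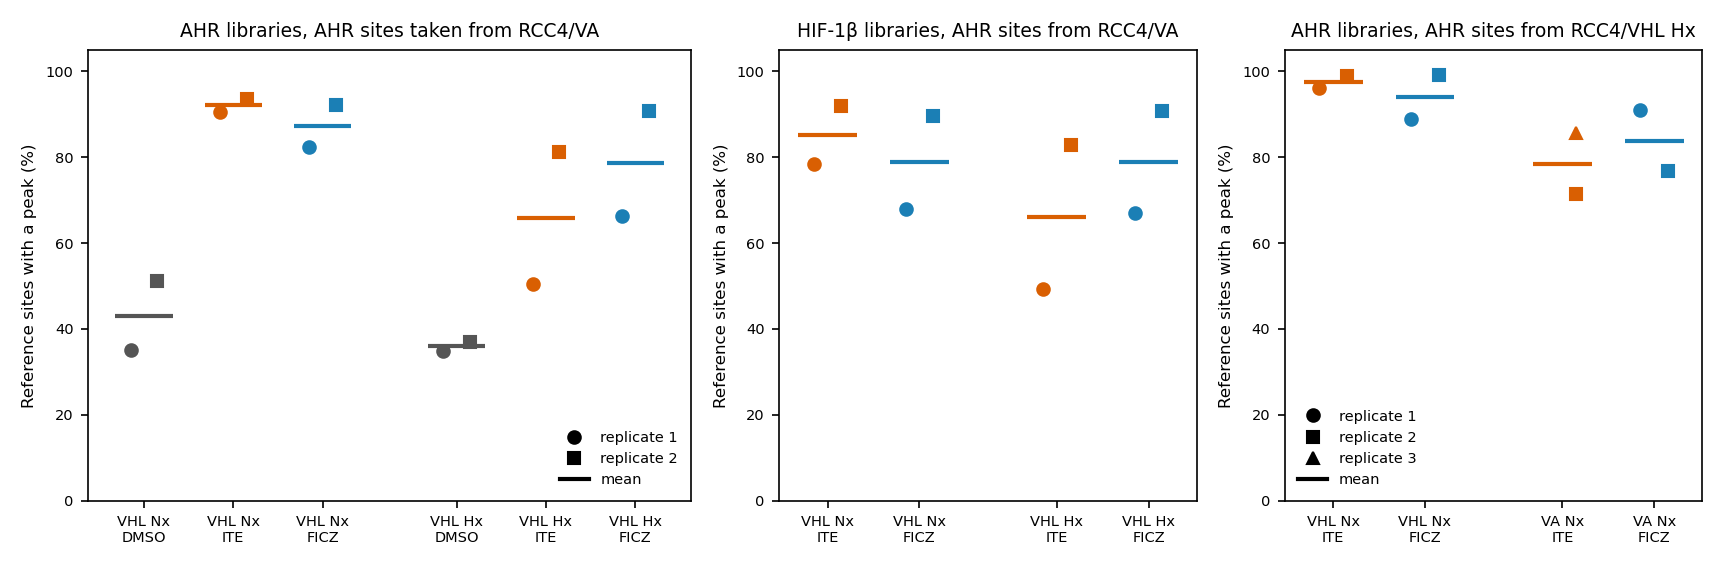
Percentage of AHR reference sites with a peak (y axis) in each library, for AHR libraries of RCC4+VHL cells (left), HIF-1β libraries at the same sites (middle), and AHR libraries of RCC4+VHL and RCC4+VA cells at sites defined in hypoxic RCC4+VHL cells (right). Points are libraries and lines are group means, and in the left panel the mean was 92.1% with ITE and 43.1% with DMSO in normoxia.

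Induction of HIF binding by hypoxia was examined in RCC4+VHL cells at sites defined in RCC4+VA cells. At 413 HIF-1 sites, HIF-1α peaks were found at 87.7% ± 7.88 in hypoxia and 42% ± 32.0 in normoxia with DMSO (SD, n = 2 each). With ITE the values were 65.6% ± 27.7 and 14.9% ± 7.36, and with FICZ 72.5% ± 24.5 and 12.2% ± 9.42 (n = 2 each). The mean difference over treatments was 52.2 points (exact permutation test, p = 0.00926, the smallest possible; adjusted p = 0.0208). At 75 HIF-2 sites, HIF-2α peaks were found at 88.0% ± 3.77 in hypoxia and 32.7% ± 16 in normoxia with DMSO (n = 2 each). The corresponding values were 70.0% ± 8.49 and 10.7% ± 5.66 with ITE, and 84.7% ± 4.71 and 6.0% ± 2.83 with FICZ (n = 2 each). The mean difference was 64.4 points (exact permutation test, p = 0.00926, the smallest possible; adjusted p = 0.0208). In each treatment both hypoxic libraries lay above both normoxic libraries, for HIF-1α and for HIF-2α. With scores of at least 100 the HIF-2α difference was 15.8 points (exact permutation test, p = 0.0185), at a reference set that then came from HIF-2α peaks without the HIF-1β requirement.

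The effect of hypoxia on AHR binding was examined in ligand-treated RCC4+VHL cells. AHR detection fell by 26.2 points with ITE, from 92.1% ± 2.05 to 65.9% ± 21.7 (SD, n = 2 each), and both hypoxic libraries lay below both normoxic ones. With FICZ it fell by 8.78 points, from 87.4% ± 6.95 to 78.6% ± 17.3 (n = 2 each), with 1 hypoxic library below both normoxic ones. The mean difference was −17.5 points, with a pooled SD within groups of 14.4 (exact permutation test, p = 0.111; adjusted p = 0.140). The smallest p this design allows is 0.0556, so it cannot pass 0.05. Without replicate 1 the difference was −6.84 points and without replicate 2 it was −28.1 points. With lists of equal length it was −9.02 points (exact permutation test, p = 0.0556). With the sites of the study as reference, which were defined on the normoxic RCC4+VHL libraries and so partly build in a difference, it was −28.6 points. The 621 sites of the main setting were defined in RCC4+VA cells, which keep HIF-α stable. Sites that lose AHR when HIF is active can be missing from them, which by itself can make the fall smaller. At the same sites, HIF-1β was detected at 66.0% ± 23.7 in hypoxia and 85.2% ± 9.56 in normoxia with ITE, and at 78.9% ± 16.9 and 78.8% ± 15.4 with FICZ (n = 2 each). The mean difference of −9.54 points was smaller than the pooled SD of 17.1 (exact permutation test, p = 0.556; adjusted p = 0.556; smallest possible 0.0556). This value depended on the setting. With lists of equal length it was −20.1 points (exact permutation test, p = 0.0556), and the HIF-1β means with FICZ were then 55.2% in hypoxia and 71.3% in normoxia. At a fixed length HIF sites compete for places in the hypoxic HIF-1β lists, which by itself can lower detection at AHR sites there. With the AHR sites of the study as reference, with the same limit, it was −23.7 points. Without replicate 1 it was −4.03 points, and without replicate 2 it was −15.1 points.

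The converse effect, of AHR ligands on HIF binding, was examined under both forms of HIF activation. In hypoxic RCC4+VHL cells HIF-1α detection at 413 HIF-1 sites was 87.7% ± 7.88 with DMSO (SD, n = 2) and 69.1% ± 21.7 with ligand (n = 4, ITE and FICZ together), with 2 of 4 ligand-treated libraries below both DMSO libraries. In RCC4+VA cells, at 818 HIF-1 sites, it was 71.6% ± 16.1 with DMSO (n = 2) and 37.5% ± 12.8 with ligand (n = 4), and all 4 ligand-treated libraries lay below both DMSO libraries. The mean difference was −26.4 points (exact permutation test, p = 0.0311), with an adjusted p of 0.0560 that did not pass 0.05. With libraries permuted within replicate numbers, which are shared by label only, p was 0.0123 (exact permutation test) and the adjusted p of 0.0370 passed. Without replicate 1 the difference was −18.0 points, and without replicate 2 it was −34.7 points. With the sites of the study as reference it was −35.3 points. Those sites were defined on the hypoxic, DMSO-treated libraries that serve as controls, so this larger difference is partly built in. HIF-2α detection in hypoxic RCC4+VHL cells was 88.0% ± 3.77 with DMSO (n = 2) and 77.3% ± 10.2 with ligand (n = 4), with 3 of 4 ligand-treated libraries below both DMSO libraries. In RCC4+VA cells, at 397 HIF-2 sites, it was 33.9% ± 16.6 with DMSO (n = 2) and 10.6% ± 4.03 with ligand (n = 4), with 4 of 4 below. The mean HIF-2α difference was −17.0 points (exact permutation test, p = 0.00889; adjusted p = 0.0208; smallest possible p 0.00444). Without replicate 1 it was −11.1 points, and without replicate 2 it was −22.8 points. With the sites of the study as reference, which share this limit, it was −33.6 points. HIF-1β detection at HIF sites was 91.4% ± 1.35 with DMSO (n = 2) and 80.9% ± 12.5 with ligand (n = 4) in hypoxic RCC4+VHL cells, and 62.4% ± 29.0 (n = 2) and 44.4% ± 9.50 (n = 4) in RCC4+VA cells. Of the 4 ligand-treated libraries, 3 lay below both DMSO libraries in RCC4+VHL cells and 1 in RCC4+VA cells. The mean difference of −14.3 points was smaller than the pooled SD of 16.04 (exact permutation test, p = 0.124; adjusted p = 0.140). It was −2.78 points without replicate 1 and −25.8 points without replicate 2.

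**Figure D3:**
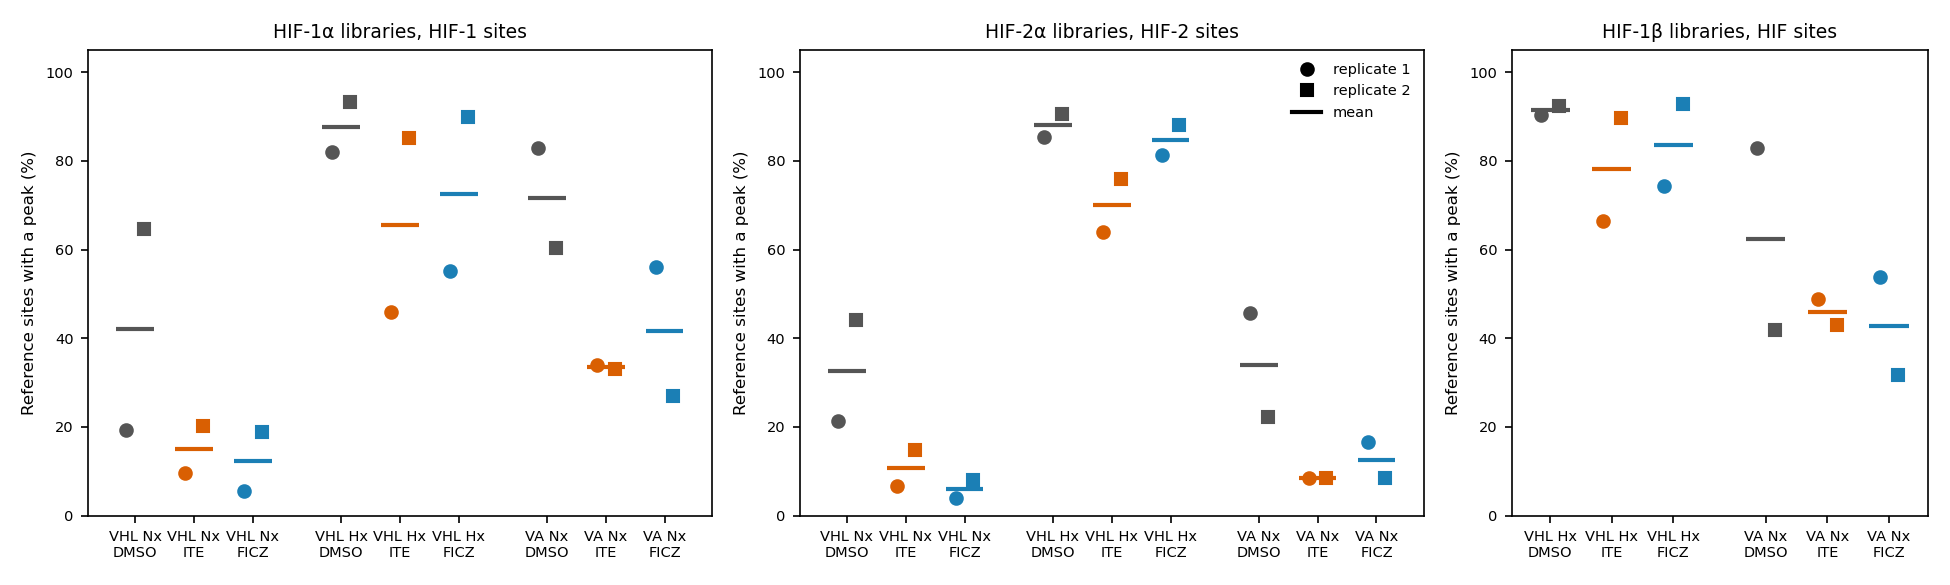
Percentage of HIF reference sites with a peak (y axis) in each HIF-1α (left), HIF-2α (middle) and HIF-1β (right) library, with points for libraries and lines for group means. Reference sites for RCC4+VHL cells came from RCC4+VA cells and the reverse, so levels compare within a cell type only, and HIF-2α means with DMSO were 88.0% in hypoxic RCC4+VHL cells and 33.9% in RCC4+VA cells.

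Normoxic HIF activation through VHL loss was compared with its absence in ligand-treated cells, at 610 AHR sites defined in hypoxic RCC4+VHL cells. These sites come from 1 of the cell types compared, which can raise detection there. They were also defined in hypoxia, where HIF is active. AHR sites lost under active HIF can therefore be missing, which can make a difference smaller. AHR detection was 78.5% ± 9.97 in RCC4+VA and 97.5% ± 1.97 in RCC4+VHL cells with ITE, and 83.9% ± 10.1 and 94.1% ± 7.19 with FICZ (SD, n = 2 each). Below both RCC4+VHL libraries lay 2 of 2 RCC4+VA libraries with ITE and 1 of 2 with FICZ. The difference of −14.6 points did not pass the test (exact permutation test, p = 0.111; smallest possible 0.0556; adjusted p = 0.140). Its size depended on the setting. Without replicate 2 it was −4.26 points, where replicate 3 of the ITE-treated RCC4+VA cells stood against replicate 1 of the RCC4+VHL cells, and without replicate 1 it was −21.4 points. At the same sites with lists of equal length it was −12.4 points (exact permutation test, p = 0.0556). With the sites of the study, defined on the RCC4+VHL libraries compared, it was −26.2 points. At 150 AHR sites of DMSO-treated RCC4+VA cells, a set from the other cell type chosen after the data were seen, the mean difference reversed to 5.17 points (exact permutation test, p = 0.722). Detection there was 69.7% ± 10.8 in RCC4+VA and 72.3% ± 7.07 in RCC4+VHL cells with ITE, and 85.7% ± 8.96 and 72.7% ± 19.8 with FICZ (n = 2 each). The direction therefore depended on the reference sites.

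To compare the genomic distribution of the factors, overlap between canonical sites was counted. Of the AHR sites, 227 (19.5%) overlapped a HIF site, and 230 HIF sites (23.7%) overlapped an AHR site. Overlap with AHR was found at 170 HIF-2 sites (42.8%) and 159 HIF-1 sites (19.4%). Among sites of a single HIF, 71 of 152 HIF-2-only sites (46.7%) and 60 of 573 HIF-1-only sites (10.5%) were shared with AHR, a difference of 36.2 points (odds ratio 7.49, Fisher's exact test across sites, p = 2.12e-21; adjusted p = 8.46e-21 over 4 tests). Sites within a genome are not independent replicates, so this and the following tests across sites describe these libraries. The difference was smallest without the HIF-1β requirement, with shares of 38.6% and 14.9%.

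Retention of peaks when both pathways were active was then compared between shared and individual sites. Of the AHR sites found with ITE in normoxia, 104 of 207 shared with HIF (50.2%) and 318 of 807 others (39.4%) had an AHR peak in both replicates of hypoxic, ITE-treated cells (Fisher's exact test, p = 0.00562; adjusted p = 0.00749). Over 5 score classes the Mantel-Haenszel odds ratio was 1.85 (95% interval 1.19 to 2.86, chi-square test across sites, p = 0.00641). The alternative that moved this difference most was replicate 2 alone, with 66.9% and 43%, where the sites were also defined on replicate 2. At the sites of the main setting, the hypoxic replicate 1 list alone kept 50.2% of shared and 40.1% of other sites. The hypoxic replicate 2 list alone kept 81.6% and 78.1%, a smaller gap. Retention was 56.4% at AHR sites shared with HIF-2 and 38.9% at the others (Fisher's exact test, p = 6.46e-05). It was 43.7% at AHR sites shared with HIF-1 and 41.3% at the others (Fisher's exact test, p = 0.646). The others in these 2 comparisons include sites shared with the other HIF alone, so they are not sites without HIF. Over score classes the Mantel-Haenszel odds ratio was 2.35 for sharing with HIF-2 (chi-square test, p = 0.000914). For sharing with HIF-1 it was 1.45 (chi-square test, p = 0.146). Of the HIF-1 sites, 58 of 142 shared with AHR (40.8%) and 206 of 676 others (30.5%) kept their HIF-1α peak under ITE (Fisher's exact test, p = 0.0179; adjusted p = 0.0179). The Mantel-Haenszel odds ratio was 1.88 (95% interval 1.18 to 2.99, chi-square test, p = 0.00706). Replicate 2 alone gave the opposite order, with 38% and 41.3% (Fisher's exact test, p = 0.130), where the sites were also defined on replicate 2. At the sites of the main setting, the hypoxic replicate 2 list alone kept 86.6% of shared and 83.9% of other sites. The hypoxic replicate 1 list alone kept 40.8% and 30.9%, a larger gap. Of the HIF-2 sites, 62 of 156 shared (39.7%) and 53 of 241 others (22%) kept their HIF-2α peak (Fisher's exact test, p = 0.000179; adjusted p = 0.000358), with a Mantel-Haenszel odds ratio of 1.74 (95% interval 0.992 to 3.05, chi-square test, p = 0.0448). Without the HIF-1β requirement the HIF-2α shares were 34.6% and 38.2% (Fisher's exact test, p = 0.40). With scores of at least 100, none of the 3 differences passed Fisher's exact test, with p-values of 0.333 for AHR, 0.613 for HIF-1α and 0.0941 for HIF-2α. The Mantel-Haenszel odds ratios over score classes were then 1.54, 2.16 and 1.16.

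The spacing of overlapping peaks was measured between peak centres of replicate 1 lists, from AHR peaks of normoxic ITE-treated cells. The median distance to overlapping AHR peaks of FICZ-treated cells was 83.0 bp (quartiles 39 and 142 bp, 1662 peaks). To HIF-1α peaks of hypoxic cells it was 110.0 bp (quartiles 46.5 and 229 bp, 229 peaks), a difference in medians of 27.0 bp (permutation test, p = 7.0e-05, also after adjustment over 2 tests). To HIF-2α peaks it was 117 bp (quartiles 52 and 191.5 bp, 293 peaks), a difference of 34 bp (permutation test, p = 1e-05, the smallest 100000 resamples can give). In replicate 2 lists the differences were 41.5 bp for HIF-1α (permutation test, p = 1e-05) and 12 bp for HIF-2α (p = 0.00604).

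Sites of the factors differed in their position relative to genes. Of 513 sites bound by HIF-1 without HIF-2 or AHR, 335 (65.3%) lay within 1 kb of a TSS, compared with 184 of 937 AHR-only sites (19.6%), a difference of 45.7 points (Fisher's exact test across sites, p = 5.1e-67; adjusted p = 1.02e-66 over 2 tests). This difference was 36.8 points at 5 kb. Of 81 HIF-2-only sites, 13 (16%) were within 1 kb (Fisher's exact test against AHR-only sites, p = 0.557), and of 227 AHR sites shared with HIF 49 (21.6%) were. At 5 kb the HIF-2-only share was 32.1% and the AHR-only share 43.8% (Fisher's exact test, p = 0.0466).

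**Figure D4:**
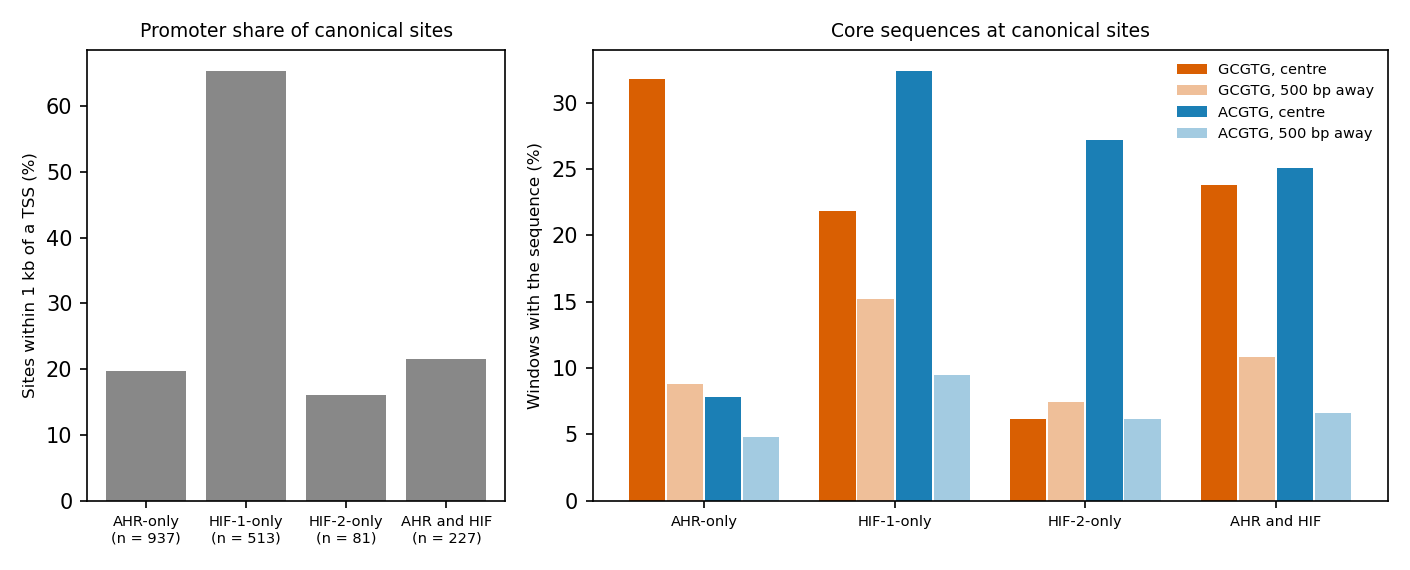
Left, percentage of canonical sites of each class whose centre lies within 1 kb of a TSS. Right, percentage of windows with the core GCGTG or ACGTG at the site centre (dark bars) and 500 bp away (pale bars), where GCGTG was in 31.8% of AHR-only centres and ACGTG in 32.4% of HIF-1-only centres.

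The core sequences at site centres also differed. GCGTG was present within 50 bp of the centre at 31.8% of AHR-only sites and in 8.80% of windows 500 bp away (Fisher's exact test across sites, p = 6.34e-51). ACGTG was present at 7.79% of AHR-only centres and in 4.80% of the distant windows (Fisher's exact test, p = 0.00197). At HIF-1-only sites ACGTG was in 32.4% of centres and 9.45% of distant windows (Fisher's exact test, p = 1.0e-27), and GCGTG in 21.8% and 15.2% (p = 0.00167). At HIF-2-only sites ACGTG was in 27.2% and 6.17% (Fisher's exact test, p = 1.24e-05). GCGTG was in 6.17% of HIF-2-only centres and 7.41% of distant windows (Fisher's exact test, p = 0.797). Sites shared by AHR and HIF had ACGTG in 25.1% and GCGTG in 23.8% of centres, against 6.61% and 10.8% of distant windows. After adjustment over the 8 motif tests at centres, 7 p-values from Fisher's exact test were 0.00225 or lower, and that for GCGTG at HIF-2-only sites was 0.797. Widening the window to 100 bp raised the AHR-only difference for GCGTG from 23 to 36 points, the largest AHR-only difference among the windows tried.

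Individual sites were named by the fixed rule, with coordinates on GRCh37. Of its 11 genes, 6 were the nearest to a canonical site, with 7 sites in all. An AHR site in an intron of BMF (chromosome 15, 40390425 to 40391917) was found by AHR in 2 of 2 DMSO-treated and 4 of 4 ligand-treated libraries of normoxic RCC4+VHL cells, and by HIF-1α and HIF-2α in 0 of 2 hypoxic, DMSO-treated libraries each. The gene ASB2 had an intronic AHR site (chromosome 14, 94424434 to 94427092) and an intergenic one 1723 bp from its TSS (94443906 to 94445628), each in 4 of 4 ligand-treated AHR libraries. A HIF-1 site in an intron of PFKFB4 (chromosome 3, 48593656 to 48595749) had HIF-1α peaks in 2 of 2 hypoxic, DMSO-treated libraries and in 4 of 4 hypoxic, ligand-treated libraries. A HIF-1 site 277 bp from the INSIG2 TSS (chromosome 2, 118844891 to 118846708, intergenic) had HIF-1α peaks in 2 of 2 and 2 of 4 of these libraries. Sites canonical for AHR, HIF-1 and HIF-2 lay 4420 bp from PAX2 (chromosome 10, 102488414 to 102492532) and 23704 bp from DDIT4 (chromosome 10, 74056325 to 74058950), both intergenic. The PAX2 site had AHR peaks in 4 of 4 and HIF-1α peaks in 1 of 4 hypoxic, ligand-treated libraries, and the DDIT4 site in 4 of 4 and 3 of 4.

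By rank within lists, the leading AHR sites lay in an intron of MRPS22 (chromosome 3, 139020209 to 139022389) and in introns of CYP1B1 and its antisense gene (chromosome 2, 38300275 to 38305503). The sites tied in the replicate 2 list, and the latter also tied with others at a mean rank of 5.25, and the first in genome order was named. Both were found by AHR in 2 of 2 DMSO-treated and 4 of 4 ligand-treated libraries of normoxic RCC4+VHL cells. The leading HIF-1 sites, which tied in the replicate 2 list and were ordered by replicate 1 alone, lay 89 bp from a GPI TSS (chromosome 19, 34849221 to 34851482, an exon of an unnamed long non-coding RNA) and in an untranslated region of ENO1 that is also an exon of its antisense gene (chromosome 1, 8937442 to 8940173). Each had HIF-1α peaks in 4 of 4 hypoxic, ligand-treated libraries. The leading HIF-2 sites lay in an intron of LUCAT1, over exons of unnamed long non-coding RNAs (chromosome 5, 90574995 to 90578091), and in an intron of FRMD4A (chromosome 10, 14437547 to 14440062). Both were also canonical for AHR and HIF-1, and both had HIF-2α peaks in 4 of 4 hypoxic, ligand-treated RCC4+VHL libraries and in 4 of 4 ligand-treated RCC4+VA libraries.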

Values the study reported

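The study reported 1176 canonical AHR sites in normoxic RCC4+VHL cells. In hypoxic, DMSO-treated cells it gave 983 canonical HIF sites, made up of 828 HIF-1 and 401 HIF-2 sites with 246 in both sets, and it found 101 of the HIF sites in normoxia too. Of 1933 sites in all, it counted 221 (11%) as overlapping between HIF and AHR. The overlap was put at 19% of AHR sites, 42% of HIF-2 sites and 18% of HIF-1 sites. Between peak summits, the study gave a median distance of 19 bp for AHR with ITE against AHR with FICZ. For AHR against HIF-1α it gave 39 bp with ITE and 38 bp with FICZ, and for AHR against HIF-2α 62 bp and 59 bp.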

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

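The tests of repeated sequence, of HIF-2α binding that follows its amount, of list length and of HIF-1β yield in this part were chosen only after the result was seen.

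HIF-2α peaks without HIF-1β stood out because they lie outside the canonical sites that the comparisons use. Of the 200 regions with a HIF-2α peak in all 6 normoxic RCC4+VHL libraries, 135 had no HIF-1β peak in any library. HIF-2α found 68.1% ± 12.9 of these 135 regions in the 12 libraries of hypoxic RCC4+VHL and of RCC4+VA cells (SD), which took no part in choosing them. Copy number or mapping of repeated sequence would raise every antibody at such regions, but AHR and HIF-1α found 0.525% ± 1.32 of them (SD, n = 24 libraries). HIF-1α alone found 0.0% in 12 libraries. Removing regions with a HIF-1β peak had already left out regions raised for every antibody. The low share was thus partly set by that choice and speaks for these 135 regions only. HIF-2 accumulating in hypoxia was first tested by a rise of at least 0.5 times the rise at the HIF-2 reference sites. At the 75 such regions defined in RCC4+VA cells, detection was already 90.0% ± 7.14 in normoxia (SD, n = 6), which left no room for that rise, and so this test decided nothing. Detection fell by 12.7 points, to 77.3% ± 10.8 in hypoxia (SD, n = 6; pooled SD within groups 10.5). Binding of HIF-2α that follows its amount would not by itself give a fall. A rise larger than that SD had no room either, so this second test could not have come out in favour of such binding. Binding that follows the amount of HIF-2α is therefore left undecided. Within 150 bp of the centre, 59 of the 135 regions (43.7%) carried the sequence TGCTGATACCCA, chosen after the regions were read. It was in 0 of the windows 5000 bp away and in 0 of the 397 canonical HIF-2 sites, and it has 2580 copies in the genome. Binding of the HIF-2α antibody to another protein may give such peaks and was not tested. The core ACGTG was at 0.741% of the centres of the 135 regions and in 10.7% of windows 500 bp away, values read after the result was seen. At HIF-2-only sites it was at 27.2% of centres. This argues against HIF-2α bound through that core at the 135 regions. HIF-2α bound in another way, at its normoxic level already and without HIF-1β, also stays open.

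AHR detection by ligand in RCC4+VA cells was measured in DMSO-treated AHR libraries that no comparison uses. At the 610 AHR sites from hypoxic RCC4+VHL cells, ligand-treated libraries reached 81.2% ± 8.75 (SD, n = 4) and DMSO-treated ones 53.4% ± 21.7 (SD, n = 2). The difference was 27.8 points, with 4 of 4 ligand-treated libraries above both DMSO libraries (exact permutation test, p = 0.0667, the smallest the 15 arrangements allow). Shorter DMSO lists do not account for all of it. The longest list was a DMSO list with 4571 peaks, and the other DMSO list held 1529. Both found at most 68.7% of the sites, and every ligand list, the shortest with 1226 peaks, found at least 71.5%. A first check, which compared the mean lengths of the lists, was replaced after its result was seen because it was too lenient to show such an effect. With each list shortened to its 1226 highest-scoring peaks, the length of the shortest, the difference was 36.3 points (pooled SD 1.52). At a fixed length, AHR peaks outside these sites, such as those without HIF-1β, compete for places in the DMSO lists. That by itself can lower detection with DMSO, so the larger difference may be partly set by the shortening. Induction of AHR by ligand in VHL-deficient cells may explain the pattern, and differences between the immunoprecipitations that change which peaks lead a list were not tested.

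HIF-1β detection at AHR sites of normoxic RCC4+VHL cells rose with ligand as well. It was 82.0% ± 11.1 with ligand (SD, n = 4) and 42.9% ± 15.4 with DMSO (SD, n = 2), a difference of 39.1 points with 4 of 4 libraries above both DMSO libraries (exact permutation test, p = 0.0667, the smallest possible). In RCC4+VA cells the corresponding values were 67.4% ± 13.5 (SD, n = 4) and 46.7% ± 35.5 (SD, n = 2), with 2 of 4 ligand-treated libraries above both DMSO libraries (exact permutation test, p = 0.333). Whether the cell types differed was not tested. A higher yield of the HIF-1β libraries of ligand-treated cells would raise other sites too. At the HIF reference sites, detection in the same libraries fell by 20.1 points (pooled SD 22.2). That test decides nothing, because HIF-2α detection also fell with ligand, from 32.7% to 8.33%, so these sites are no neutral control. This limit was set after the value was seen, and without it the value would have counted against higher yield. The HIF-1β lists were longer with ligand as well, with 988 and 1180 peaks against 545 in replicate 1 and 2785 and 3083 against 1775 in replicate 2. A higher yield and recruitment of HIF-1β to AHR sites by ligand-bound AHR may each explain the pattern, and they cannot be told apart without a neutral set of HIF-1β sites.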

How the results depend on the processing

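The tests with lists of equal length and with sites of RCC4+VA cells as reference were chosen only after the result was seen. The others were planned.

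Over the 23 results that have a direction, 88 of 92 alternatives kept it, although the size of a difference often changed. The 92 include permutation within replicate numbers, which changes the p-value but not the difference, except for AHR detection by VHL loss. The direction could not change in those alternatives, so the count overstates how firm the directions are. At scores of at least 100, sites numbered 914 in all, 529 for AHR, 401 for HIF-1, 156 for HIF-2 and 70 shared by AHR and HIF. The retention differences there were 6.82 points for AHR, 3.87 for HIF-1α and 12.9 for HIF-2α, none past 0.05. This setting leaves fewer sites to test. Without the HIF-1β requirement, sites numbered 3968 in all, 3078 for AHR, 618 for HIF-2 and 370 shared, as fewer lists must hold a peak. The HIF-2α retention difference then reversed to −3.59 points (Fisher's exact test, p = 0.40), and the cause was not tested.

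Leaving out each replicate in turn gave 2018 to 5029 sites in all, 1223 to 3233 for AHR, 856 to 2671 for HIF-1, 416 to 1329 for HIF-2 and 228 to 1141 shared. The range was −3.23 to 10.7 points for HIF-1α retention, reversed without replicate 1, and −21.4 to −4.26 points for AHR detection by VHL loss. For HIF-1β detection it was −25.8 to −2.78 points at HIF sites and −15.1 to −4.03 points at AHR sites by hypoxia. These causes were not tested. AHR detection by VHL loss reversed to 5.17 points (exact permutation test, p = 0.722) with sites of DMSO-treated RCC4+VA cells as reference. These sites differ from the others in cells, treatment and number, and which of these mattered was not tested. The study's sites share libraries with the comparisons, and the adjusted p of 0.0320 they gave for HIF-1α detection by ligand (0.0320 to 0.0560 over the settings where all 9 comparisons ran) is not independent evidence. The 5 kb promoter distance took the HIF-2-only difference to −11.7 points (Fisher's exact test, p = 0.0466). The motif window of 100 bp reversed the difference for GCGTG at HIF-2-only sites to 1.23 points (Fisher's exact test, p = 0.824), which was past no threshold in either window.

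With replicate number as a block, the difference of −14.3 points in HIF-1β detection at HIF sites had an exact permutation p of 0.0494, but an adjusted p of 0.0741. HIF-1α detection by ligand reached p = 0.0123, the smallest the blocked permutation test allows, and its adjusted p of 0.0370 passed. The adjusted p for HIF-1α and for HIF-2α detection by hypoxia rose to 0.0563, because the smallest p under the block is 0.0313 there. The smallest blocked p is above 0.05 for the AHR comparisons by hypoxia and by VHL loss. The numbers are shared by label only. In RCC4+VHL cells replicate 2 found more reference sites in 6 of 6 groups for each antibody, a hint from the data that the numbers mark a shared series.

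With lists of equal length, AHR detection by hypoxia differed by −9.02 points, HIF-1β detection at AHR sites by −20.1 points (where HIF sites compete for places in the hypoxic lists) and AHR detection by VHL loss by −12.4 points, each with p = 0.0556, the smallest the exact permutation test allows. HIF-2α detection by hypoxia differed by 65.6 points. For the other 4 detection results, comparisons of HIF-1α or of HIF by ligand, some list was shorter than its reference set and this alternative was not run. Depth limits all detection values, because it is unknown and lists of different length find different shares of sites.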

Other observations

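The tests of HIF-2α yield in hypoxic RCC4+VHL and in RCC4+VA cells, of the core motif, of the replicate series and of score classes in this part were chosen only after the result was seen, as were the lists of equal length.

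The median distance between peak centres of AHR with ITE and AHR with FICZ was 83.0 bp here. That is higher than the value quoted from the study above. The median distances to HIF-1α and HIF-2α peaks were 110.0 bp and 117 bp. Those are higher than the values quoted from the study above. Distances here run between midpoints, since the lists give no summits.

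Lower yield of the hypoxic AHR libraries could account for the lower AHR detection in hypoxia under ligand. It was tested at 608 regions with AHR peaks but no HIF-1β peaks, from DMSO-treated RCC4+VA cells. Detection there fell by 6.04 points from 26.5% ± 25.0 in normoxia to 20.5% ± 9.74 in hypoxia (SD, n = 4 each; pooled SD 21.8). The spread exceeded the change, so lower yield and reduced binding cannot be told apart. At equal list length the AHR difference was −9.02 points, with both hypoxic libraries below both normoxic libraries for each ligand (means 51.8% and 62.8% with ITE, 69.9% and 76.9% with FICZ).

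Lower yield was likewise weighed for HIF-2α under ligand, at the 135 HIF-2α regions without HIF-1β from normoxic RCC4+VHL cells. In RCC4+VA cells, detection at these regions was 7.96 points higher with ligand (59.4% ± 4.93, SD, n = 4) than with DMSO (51.5% ± 1.57, SD, n = 2; pooled SD 4.63). This argues against a general loss of yield there, where HIF-2α detection at HIF-2 sites fell by 23.3 points. Reduced HIF-2 binding may explain the fall in RCC4+VA cells. In hypoxic RCC4+VHL cells the regions fell by 6.85 points (pooled SD 4.12) against 10.7 points at HIF-2 sites, and yield and binding cannot be told apart. A permutation test of the difference between the cell types (12.6 points, p = 0.796) had few libraries and different reference sites in each, so it does not show that the effects were alike. The lowest p of the 9 such permutation tests between arms of the design was 0.427. These tests swapped library values between arms without removing differences in level between the arms. Such differences widen the spread of the permuted values, so the 9 tests could hardly detect a difference in effect and show none to be absent.

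The residual HIF signal of normoxic RCC4+VHL cells was lower with ligand. HIF-2α detection was 8.33% ± 4.54 with ligand (SD, n = 4) and 32.7% ± 16 with DMSO (SD, n = 2), an exact permutation p of 0.0667 that is the smallest possible. For HIF-1α it was 13.6% ± 7.07 and 42% ± 32.0 (exact permutation test, p = 0.133). At 68 HIF-2α regions without HIF-1β from hypoxic RCC4+VHL cells the change was −1.47 points (pooled SD 1.34). Because detection there was 99.3% with DMSO, near its ceiling, a lower yield could have gone unseen. This limit was set after the value was seen, and without it the value would have counted against lower yield. Yield and binding cannot be told apart for HIF-2α in these libraries.

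AHR peaks without HIF-1β were frequent in DMSO-treated RCC4+VA cells. Of 1346 regions with AHR peaks in both replicates, 608 had no HIF-1β peak in any library. Of these, 83.6% lay within 1 kb of a TSS, and their median GC content was 63.2%. Binding of AHR through its core motif would place GCGTG at their centres, but the share exceeded that of windows 500 bp away by 2.63 points (SE 1.86), compared with 28.4 points (SE 2.37) at canonical AHR sites of ITE-treated RCC4+VA cells. Recruitment by ligand would raise detection in other libraries. In normoxic RCC4+VHL cells detection fell by 22.9 points with ligand (pooled SD 36.9), from 15.1% to between 4.44% and 12% in replicate 1 and from 83.7% to between 28.9% and 60.7% in replicate 2. Signal at open promoters that does not depend on AHR is a candidate explanation and was not tested.

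Replicate 2 lists were longer in RCC4+VHL cells, and the replicate 2 library found more reference sites, by 9.78 points for HIF-2α on average (SD 6.89 over 6 groups). A difference in yield that acts on all regions alike would show at regions without HIF-1β too. At the 75 HIF-2α regions of this kind from RCC4+VA cells, replicate 2 minus replicate 1 was −11.3 points (SD 10.5, 6 groups). A higher yield in replicate 2 would not by itself give a fall. Replicate 1 already found between 81.3% and 94.7% of these regions, which left little room for a rise beyond that SD. The test could hardly have come out in favour of such a difference, which stays undecided for the HIF-2α libraries. At the 608 AHR regions without HIF-1β, replicate 2 minus replicate 1 was 25.1 points (SD 31.6, 6 groups), above 0 in 5 of 6 groups. A difference in yield therefore may explain the longer AHR lists, but the spread between groups exceeded the mean, and yield and other differences cannot be told apart there. The HIF-1α and HIF-1β lists were not tested in this way, and no biological explanation was tested.

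Higher peak scores at shared sites do not account for the better retention of AHR and HIF-1α peaks there, as the Mantel-Haenszel odds ratios over 5 score classes were 1.85 for AHR, 1.88 for HIF-1α and 1.74 for HIF-2α. For HIF-1α this rests mainly on replicate 1, with an odds ratio of 1.88 for replicate 1 alone and 0.815 for replicate 2 alone. Each of these 2 settings also defined the sites on its own replicate. At the main sites, the hypoxic replicate 2 list kept 86.6% of shared and 83.9% of other HIF-1 sites. The HIF-2α interval, 0.992 to 3.05, reached 1 although the chi-square test gave p = 0.0448, so for HIF-2α the score classes leave less certainty. Promoter location was weighed in the same way. Over promoter and other sites the odds ratio was 1.55 for AHR (95% interval 1.14 to 2.11) and 2.30 for HIF-2α (95% interval 1.48 to 3.59), which argues against location as the whole cause. For HIF-1α the odds ratio was 1.58 before (95% interval 1.09 to 2.29) and 1.42 after (95% interval 0.969 to 2.08, chi-square test, p = 0.0702). The call ended with a small fall of the ratio, as 26.8% of shared and 57.5% of individual HIF-1 sites lay at promoters, where 28.1% of sites kept their peak against 36.8% elsewhere. Shared HIF-1 sites were kept more often at promoters (39.5% and 27%, odds ratio 1.76) and elsewhere (41.3% and 35.2%, odds ratio 1.30), but the pooled interval included 1, so location and sharing cannot be told apart there. Mutual support of AHR and HIF at shared sites is a candidate explanation for AHR and HIF-2α. At scores of at least 100 the differences of 6.82 and 12.9 points passed no threshold. Fewer sites were left to test there, so these lost calls alone decide nothing. The Mantel-Haenszel odds ratios over score classes fell there to 1.54 for AHR and 1.16 for HIF-2α. The explanation is weakened by these lower ratios, more so for HIF-2α, and by the HIF-2α reversal to −3.59 points without the HIF-1β requirement.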
